A study of Homo sapiens with 20 samples. Its data were reported in "Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis" (2020).

How the data were processed

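Whole-transcriptome RNA-seq had been carried out on 20 cryopreserved primary specimens of human T-cell acute lymphoblastic leukaemia (T-ALL), with 1 library per specimen. The labels place all 20 specimens in 1 group and name no treatment, subtype or control. Per the labels, total RNA was purified on columns after a phenol-based extraction, and libraries were made with a stranded low-input kit that includes removal of ribosomal cDNA. Specimens are numbered 1 to 20 in the order of their GEO records, and the numbers carry no other meaning.

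The deposited values used for every test are read counts per gene, 1 set per specimen, which the authors made by aligning reads to hg38 with HISAT2 and counting them per gene with HTSeq, according to the submitters' processing notes. Versions of these tools, and whether the counting used strand, are not given in the sources used here. Counts had not been normalized or filtered: they are whole numbers for 57189 genes, of which 4247 had no count in any specimen. Gene names and coordinates matched the GENCODE 29 annotation of GRCh38 exactly for 56777 genes. Coordinates are given on that build, counted from 1.

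A further deposited table holds the authors' own DESeq2 comparison for LEF1. For each listed gene it gives counts (identical to those of the single specimens for the 11430 names that could be matched, with 9 names not matched), a mean normalized signal that the authors obtained by dividing counts by size factors, a log2 fold change from the authors' model, a Wald score from the authors' model, and the authors' p-value with its adjusted form. Neither the design nor the groups of that comparison are stated in the sources used here, so its values are quoted only as the authors' own. The sign of its fold changes also chose the genes for a pair of tests of background reads and depth.

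All other values were computed here from the counts. Normalization factors were obtained by the trimmed mean of M-values (TMM) in edgeR 4.0.16 under R 4.3.3, from the genes that passed edgeR's filterByExpr with its minimum count of 10, and log2 CPM (counts scaled to the library size) were calculated with a prior count of 2. This left 23922 genes for testing, with LEF1 itself left out. The slope of each gene on LEF1 log2 CPM was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. A slope is the change in log2 expression per log2 unit of LEF1. It is given with an approximate standard error (SE), derived from the slope and its quasi-likelihood test. This approximation is unreliable for slopes near 0. The same test was used to compare the sample-sheet blocks described next.

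The numbers that the sequencing run gave the specimens form 2 alphabetical runs of specimen names, called block A (n = 11) and block B (n = 9). No source says whether the blocks were prepared separately, so they were treated as a possible batch. Block differences of single values were tested by exact two-sided permutation of the block labels.

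Pearson's r and Spearman's rho with LEF1 were calculated on log2 CPM, with two-sided permutation p-values from 100000 resamples, or exact enumeration in block B. They were calculated for the 31 genes that the study names with a direction in these specimens, for the TCF/LEF gene TCF7 and the E-protein gene TCF3, both of which the study uses as Wnt markers, and for the mean z score of each of 37 gene lists. Adjustment was by Benjamini-Hochberg over the 31 genes, over that pair of genes and over the 37 lists. Before the data were examined, the correlations had been set over all 20 specimens, with values within the blocks to replace or accompany them if LEF1 fell into clusters, a filter and TMM factors had been named without saying which came first, and the gene lists and the rule for named genes had been fixed.

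The specimens and the factors behind the reported correlations were settled after the data had been seen. In a first analysis the factors came from all genes, and a Gaussian mixture of LEF1 (mclust 6.1.1, equal variances, up to 3 components) had its best Bayesian information criterion with 3 components of 2, 4 and 14 specimens (-82.8, against -83.5 for 2 components). Calls of that analysis and r for some of the study's genes had been seen when the factors were taken from the filtered genes instead. LEF1 then had 2 components (-75.4, against -81.4 for 3), and the correlations are reported over the 18 specimens of the larger one. The all-gene factors with 18 and with 14 specimens, all 20 specimens and each block are given as alternatives. The edgeR slopes kept all 20 specimens.

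Lists that the study chose on these same specimens are described as such. Lists were also tested with camera in limma 3.58.1 on log2 CPM, which compares the slopes of a list with those of all other genes, first with the inter-gene correlation preset at 0.01 and then with the correlation estimated from the data. The fry test was run beside it. Its p-value asks whether the genes of a list move, on balance, one way, and it does not compare the list with other genes. For correlations, the median r of a list was placed among 10000 random lists of the same size matched on mean expression in 20 bins.

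Genes named were those the study names for these specimens, up to 4 members per list with the smallest p, and, among genes past the threshold with a mean of at least 10 CPM and the same sign without the specimens farthest from the median LEF1, the 10 with the smallest adjusted p in each direction. Of the genes the study names, 1 entered the counts, scores and adjustments and is not reported here by itself. Genes named outside this rule are said to have been chosen after their values were seen.

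Olfactory receptor genes, which are silent in blood cells, were used to measure background reads. Their summed CPM, over all counts, was taken as the olfactory receptor share. An approximate background percentage was obtained by applying the olfactory receptor read density per kilobase of exon to the exons of all genes. Total counts ran from 1997266 to 10773656 per specimen, which limits the precision for genes near the filter. Over the 190 pairs of specimens, the chi-square per degree of freedom of their counts was at least 27.7, so no library had been entered more than once.

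The edgeR steps were tested on simulated counts with 100 genes changed at each of 2 sizes. Over 20 specimens, 68% of genes with a LEF1 slope of 0.5 and 97% of those with a slope of 1 were recovered, and 0.602% of calls were false. Over 18 specimens the shares were 0% and 32%, with 5.88% of calls false. LEF1 spans a narrower range there and the specimens are fewer, and the effects of these were not tested apart. For block B against block A, 6% of genes with a log2 difference of 1 and 57% of those with a difference of 2 were recovered, with 5.97% of calls false. These rates are those of the simulated counts and may not carry over to the real ones. In the real counts, random assignments of LEF1 called up to 61 genes over 20 specimens (median 3). Over 18 specimens they called up to 2948 (median 0), and random blocks called up to 2 (median 0). Of 200 simulated series with no relation, the permutation test of r gave p under 0.05 in 6.5%.

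Alternatives covered DESeq2 size factors, TMM factors from all genes or from genes of at least 10 CPM, prior counts of 0.5 and 10, no filter or a filter of 10 CPM on average, DESeq2 1.42.0, limma-voom, libraries thinned to 1997266 counts, the block, the olfactory receptor share or the total as covariate, each block alone, and each specimen left out. Results for genes on the Y chromosome and XIST were left out. Because the specimens are from separate patients but carry no other description, age, subtype and blast content could not be entered into any model.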

Results

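RNA was sequenced from 20 primary T-ALL specimens that the labels place in a single group, so the comparisons are between specimens. Total counts ran from 1997266 in specimen 20 to 10773656 in specimen 1, with a median of 6785800. Olfactory receptor genes, which blood cells do not use, took from 12.01 CPM in specimen 10 to 1169 CPM in specimen 20, with a median of 80.9, which puts background reads at an estimated 0.180% to 17.5% of counts. The first principal component held 31.6% of the variance and followed the log2 olfactory receptor share with an absolute r of 0.978. Mitochondrial transcripts took 2.31% to 17.5% of counts. The p-values below from edgeR and from permutation tests measure the spread between specimens. Those from camera compare the slopes of a list with those of other genes. With the preset correlation of 0.01 they allow for little correlation among the genes of a list. The authors' own p-values rest on groups that are not stated.

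LEF1, a transcription factor of the Wnt pathway that binds beta-catenin, lies on chromosome 4 (GRCh38, 108047545 to 108168956, minus strand). Its level was 8.22 ± 0.92 log2 CPM (SD, n = 18) in most specimens, from 6.11 to 9.50, and stood apart at 2.11 in specimen 14 (39 counts) and 2.55 in specimen 4 (27 counts). LEF1 therefore fell into clusters, and correlations are given over the 18 specimens and not over all 20. Among the 18, LEF1 was 8.72 ± 0.65 (SD, n = 10) in block A and 7.60 ± 0.85 (SD, n = 8) in block B (exact permutation p = 0.00473, two-sided). Over all 20 the difference, block B minus block A, was -1.09 and did not pass (exact permutation p = 0.277). Over the 18 LEF1 correlated with total counts (r = 0.603, permutation p = 0.0089, adjusted p = 0.0266 over 7 library measures; rho = 0.519, adjusted p = 0.0504), with r = 0.391 without the 2 farthest of the 18, -0.305 in block A and 0.663 in block B (exact p = 0.0712), and over all 20 it did not pass (0.110, adjusted p = 0.648). It also correlated with the log2 olfactory receptor share (r = -0.568, permutation p = 0.0145, adjusted p = 0.0266; rho = -0.548, adjusted p = 0.0504). Without the 2 farthest of the 18, r was -0.411, and it was -0.120 in block A and -0.665 in block B (exact p = 0.0732). Over all 20 the share did not pass with r (-0.340, adjusted p = 0.254, permutation test) and passed with rho (-0.547, adjusted p = 0.0275).

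**Figure D1:**
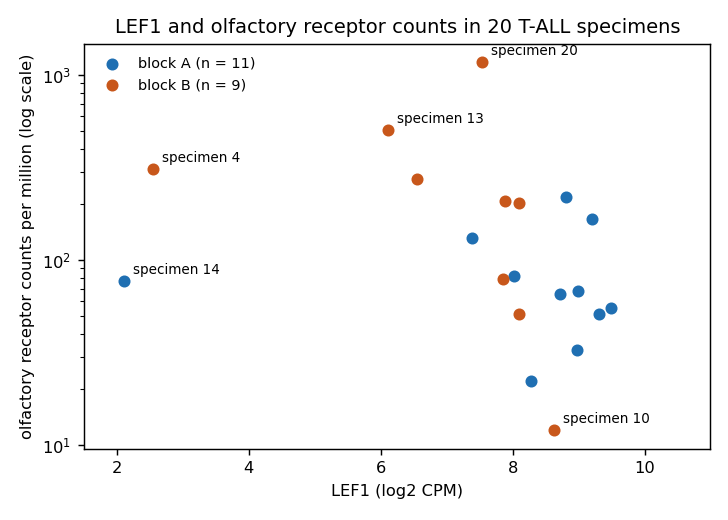
LEF1 in log2 CPM against the olfactory receptor share in CPM on a log axis, 1 point per specimen, coloured by sample-sheet block. Specimens 14 and 4 lie at 2.11 and 2.55, below the 6.11 to 9.50 of the other 18.

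The study uses TCF7 and TCF3 beside LEF1 as markers of Wnt activity. It reads low levels of these markers as high beta-catenin activity, which by its account feeds back to inhibit Wnt transcription. Beta-catenin activity was not tested here. TCF7, a TCF/LEF family gene that encodes the T-cell factor TCF1, had r = 0.757 with LEF1 over the 18 specimens (permutation p = 0.0003, rho = 0.659), and TCF3 had r = 0.778 (p = 0.00019, rho = 0.814). Both passed after adjustment over the pair. The TCF3 measured lies on chromosome 19 and encodes an E-protein outside the TCF/LEF family; the symbol is also an older name of TCF7L1. Over all 20 specimens r was 0.577 for TCF7 (adjusted p = 0.0172) and 0.294 for TCF3 (adjusted p = 0.211), so the call for TCF3 was lost with r, while it held with rho (0.641, adjusted p = 0.00306). Without the 2 farthest of the 18, r was 0.60 for TCF7 and 0.72 for TCF3. In block A (n = 10) it was 0.52 and 0.54, and neither passed (adjusted p = 0.120 for each, permutation test). In block B (n = 8) it was 0.75 for both, and both passed (adjusted p = 0.0349 for each, exact permutation test). With rho neither passed there (adjusted p = 0.216 and 0.0559). Both passed with the block as covariate (r = 0.62 and 0.60) and with the olfactory receptor share (0.75 and 0.67). Given the block, TCF7 did not pass with rho (adjusted p = 0.101, permutation test). The remaining TCF/LEF genes, tested after the data had been seen and adjusted over 4 genes, were TCF7L1 and TCF7L2. TCF7L1 had r = -0.521 (permutation p = 0.0266, adjusted p = 0.0355) and did not pass with rho (-0.379, adjusted p = 0.164). It did not pass over all 20 (r = -0.212, adjusted p = 0.484), and r was -0.211 without the 2 farthest of the 18, 0.0869 in block A and -0.797 in block B. TCF7L2 did not pass, with r = 0.161 (adjusted p = 0.519, rho = 0.263). In the 14 specimens of the largest cluster found with all-gene factors, r was 0.457 for TCF7 (adjusted p = 0.101) and 0.761 for TCF3 (adjusted p = 0.0031).

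The study relates LEF1 to cholesterol synthesis, and names genes of the pathway as rising with it in these specimens. Its link of beta-catenin to cholesterol synthesis also rests on inhibitor experiments in mouse and human cells and on TCF7 ChIP-seq in mouse cells. The counts used here do not address those experiments. SREBF2, FASN, SQLE and EBP did not pass over the 18 specimens with the factors used here. SREBF2, the main activator of cholesterol genes, had r = 0.211 (permutation p = 0.401, adjusted p = 0.429 over 31 genes, rho = 0.313), from 0.102 without specimen 8 to 0.481 without specimen 13. FASN, the fatty acid synthase, had r = 0.470 (p = 0.0486, adjusted p = 0.0717, rho = 0.536). SQLE, an early enzyme of the sterol branch, had r = -0.0697 (adjusted p = 0.781), from -0.251 without specimen 8 to 0.384 without specimen 13. EBP, a sterol isomerase gene, had r = 0.412 (adjusted p = 0.114). Over all 20 specimens, the set fixed in advance, none of these 4 passed with r, at 0.124, 0.256, -0.162 and 0.282 in the same order, while FASN passed with rho (0.570, adjusted p = 0.0394, permutation test). The score of 21 cholesterol synthesis enzymes ran from r = -0.0985 without specimen 19 to 0.329 without specimen 13. Over all 18 it had r = 0.0676 (permutation p = 0.789, adjusted p = 0.848 over 37 lists, rho = 0.113). This outcome depends on the normalization: with TMM factors from all genes, the version computed first, SREBF2 (r = 0.516, adjusted p = 0.0369), FASN (0.666, adjusted p = 0.00787) and EBP (0.594, adjusted p = 0.0153) passed over the same 18, while SQLE and the enzyme score (0.439, adjusted p = 0.110) did not. With those factors the median r of all genes of at least 10 CPM went from 0.180 to 0.459, and the median r of the study's cholesterol list lay at percentile 65.8 of expression-matched random lists.

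**Figure D2:**
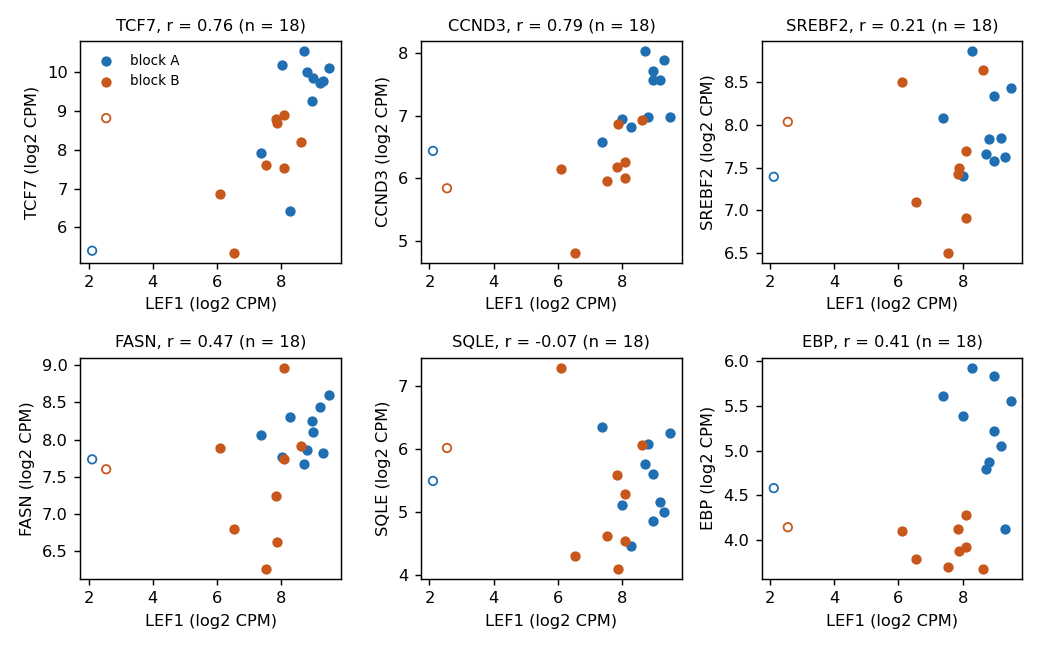
Log2 CPM of TCF7, CCND3, SREBF2, FASN, SQLE and EBP against LEF1 log2 CPM, with the 18 specimens filled and specimens 4 and 14 open. CCND3 has r = 0.786 over the 18 and SREBF2 0.211.

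Of the 31 genes that the study names with a direction, 30 had an r of the stated sign over the 18 specimens and 15 passed the adjusted threshold, 5 positive and 10 negative (21 at an unadjusted p under 0.05; 11 with Spearman's rho). The study chose them on these specimens, so the count is not independent evidence. CCND3, the cyclin D3 gene, had r = 0.786 (adjusted p = 0.00196), PIK3C2B, a lipid kinase gene, 0.686 (adjusted p = 0.0126), the bromodomain gene BRD3 0.665 (adjusted p = 0.0142) and the histone deacetylase gene HDAC1 0.624 (adjusted p = 0.0195). The homeobox gene HESX1 had r = -0.797 and POU5F1, a pluripotency factor gene, -0.780 (adjusted p = 0.00196 for each), YAP1, a Hippo pathway effector, -0.662 (adjusted p = 0.0142) and NANOG -0.582 (adjusted p = 0.0255). These negative genes had few reads, with mean CPM of 1.74, 0.670, 1.34 and 1.12 in that order. Their edgeR slopes over the 18 did not pass (adjusted p = 0.0618, 0.0831, 0.0999 and 0.126). With thinned libraries POU5F1 passed (r = -0.728, adjusted p = 0.0108, permutation test). HESX1, YAP1 and NANOG did not (adjusted p = 0.0681 for each). MYC, at 0.202, did not pass. Without the 2 farthest of the 18, 3 of the 31 passed (CCND3 0.74, HESX1 -0.70, POU5F1 -0.69), and the same number without specimen 13. Within the blocks, which had been set to replace or accompany the values over 20 if LEF1 clustered, 0 of 31 passed in block A (0 at an unadjusted p under 0.05, 0 with rho) and 0 in block B (7 and 0) by permutation tests; CCND3 had 0.61 and 0.62 there. With the olfactory receptor share as covariate 4 passed (CCND3, PIK3C2B, HESX1 and POU5F1). With the block 0 passed (11 unadjusted, 1 with rho), and over all 20 specimens 0 (7 unadjusted, 17 with rho). With factors from genes of at least 10 CPM 1 passed, and with all-gene factors 26. In the cluster of 14 specimens found with all-gene factors 0 passed (10 unadjusted, 0 with rho).

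**Figure D3:**
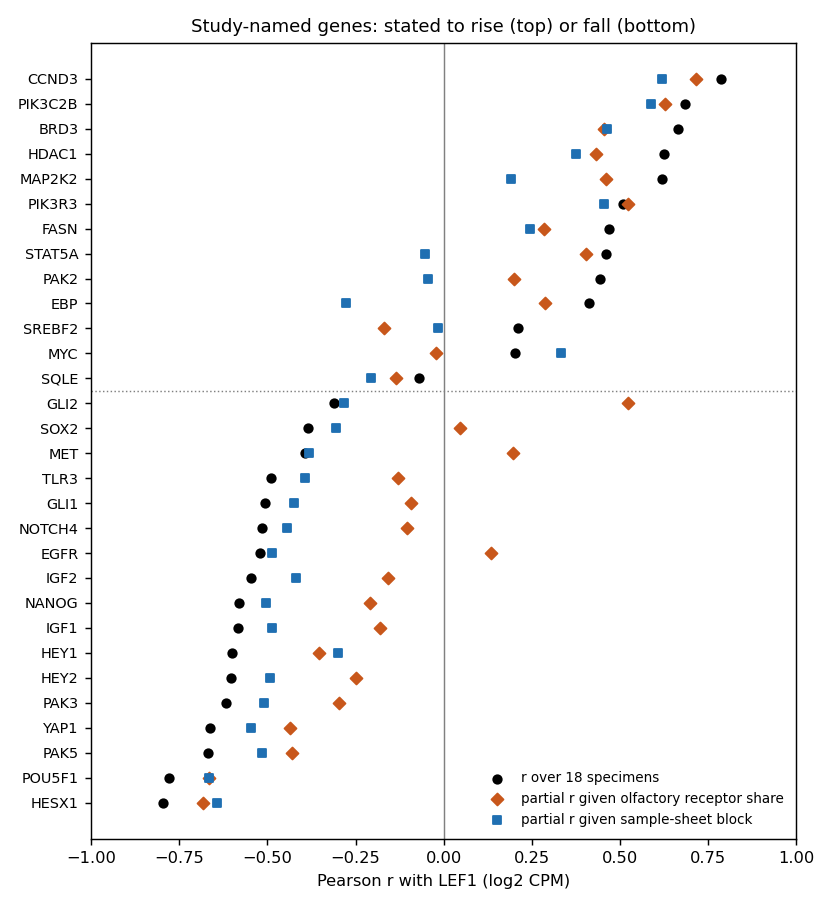
Pearson's r with LEF1 over 18 specimens for 30 of the 31 genes, with the partial r given the olfactory receptor share and given the sample-sheet block. CCND3 keeps 0.715 given the share, and 4 genes pass with it.

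T-lineage genes had the highest of the scores outside the study-chosen lists. The score of 15 genes of T-cell identity, such as CD2, CD3E, CD5 and BCL11B, had r = 0.740 over the 18 specimens (adjusted p = 0.00888 over 37 lists; rho = 0.693, adjusted p = 0.0322) and their median r of 0.569 was above that of all 10000 expression-matched random lists. Such lists ignore the correlation among T-lineage genes, and camera over the same 18 gave adjusted p = 0.0719 with an estimated correlation. The growth genes that the study names as rising had a score with r = 0.790 (adjusted p = 0.00333), which is not independent evidence. In all, 14 of the 37 list scores passed, 3 positive and 11 negative (7 with rho; over all 20 specimens 1 with r and 17 with rho), and the olfactory receptors themselves were among the negative ones at -0.626 (adjusted p = 0.0222), as were the study's stem cell and NOTCH genes at -0.644. The 1 list that passed with r over all 20 was the HOX genes (-0.706, adjusted p = 0.0144, permutation test). The study names HOX genes as negatively correlated with LEF1. Over the 18 their score did not pass (-0.503, adjusted p = 0.0737). With the olfactory receptor share as covariate 3 of the 37 passed, namely the T-lineage genes (0.72), the growth genes (0.71) and the TCF genes (0.66). Without the 2 farthest of the 18, T-lineage genes had 0.65 (adjusted p = 0.118) and none of the 37 passed (10 at an unadjusted p under 0.05, permutation test). T-lineage scores had r = 0.44 in block A and 0.71 in block B, and over all 20 specimens, the set fixed in advance, 0.482, where the call was lost with r (adjusted p = 0.154) and held with rho (0.719, adjusted p = 0.0113).

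**Figure D4:**
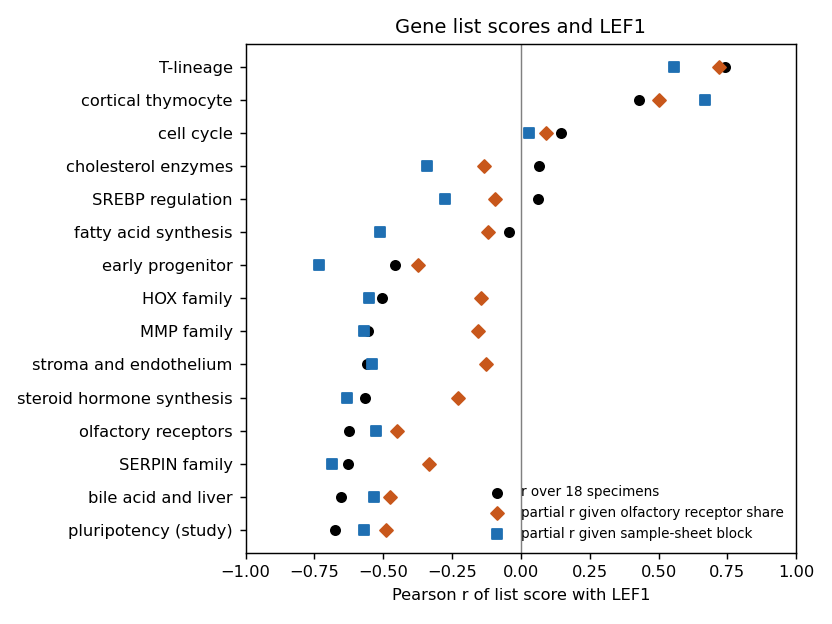
Pearson's r of 15 list scores with LEF1 over 18 specimens, with partial r given the olfactory receptor share and given the block. T-lineage genes stand at 0.740 and cholesterol enzymes at 0.0676.

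Across all 20 specimens, MEIS1 and KIT were among 79 genes that fell as LEF1 rose. MEIS1, a stem cell homeobox cofactor gene, had a slope of -0.96 ± 0.103 (SE, n = 20; adjusted p = 2.09e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and KIT, the stem cell factor receptor gene, -0.80 ± 0.122 (adjusted p = 0.00181, edgeR). F8 had -0.91 ± 0.103, MYO6 -1.12 ± 0.14, VGLL3 -0.99 ± 0.133, KANK1 -0.58 ± 0.0827 and TCF4 -0.64 ± 0.104. With the olfactory receptor share as covariate over all 20, MEIS1 had -0.82 (adjusted p = 2.74e-05, edgeR) and KIT -0.76 (adjusted p = 0.000257, edgeR), and both stayed called. Over the 18 specimens MEIS1 had -0.92 and KIT -0.69, which did not pass, and with the olfactory receptor share as covariate there -0.23 and -0.14, where neither passed. Among genes that rose with LEF1 were FYB1, an adaptor of T-cell receptor signalling, at 0.71 ± 0.116 (adjusted p = 0.00282, edgeR) and CD5, an inhibitory T-cell receptor partner, at 0.54 ± 0.12 (adjusted p = 0.0444, edgeR). CD5 did not pass with the block (adjusted p = 0.211, edgeR) or the olfactory receptor share (adjusted p = 0.144, edgeR) as covariate. LEF1-AS1 had 0.41 ± 0.0809. It lies antisense to LEF1, overlaps it from 108167525 to 108168956, and runs on to 108256836 outside it. The strand setting of the counting is not stated, so reads in the overlap could not be told from those of LEF1. How many reads fall there was not tested. In total 84 of 23922 genes passed, 5 higher and 79 lower, against 104 higher and 212 lower with DESeq2. Over the 18 specimens 114 passed, of which 1 was shared, H19, chosen after its values were seen; its slope of -2.33 over 20 specimens was -0.12 when specimen 13 was left out of them. Leaving out specimen 4 gave 47 genes, with VGLL3 at -0.23, MYO6 at -0.27 and AFDN at -0.17, and leaving out specimen 14 took F8 to -0.17.

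T-cell identity genes had slopes above 0 as a group, and progenitor genes below 0. Over 20 specimens, 14 of 15 T-lineage genes had slopes above 0 (median 0.21; 1 called, 5 adjusted over the list alone), with camera adjusted p = 1.82e-08 and adjusted p = 0.212 with an estimated correlation. Of 15 cortical thymocyte genes, 14 had slopes above 0 (median 0.47; 0 called by edgeR, 6 adjusted over the list alone; adjusted p = 3.27e-06 by camera, adjusted p = 0.220 with an estimated correlation). Of 15 early progenitor genes, 1 was above 0 (median -0.30; 2 called, 2 adjusted over the list alone; adjusted p = 7.42e-05, adjusted p = 0.313 with an estimated correlation). The 21 cholesterol enzymes split, 11 above 0 with a median of 0.02 (0 called by edgeR, 0 adjusted over the list alone; camera adjusted p = 0.103). Other lists also moved mostly 1 way. Of 10 monocyte genes, 10 were above 0 (median 0.24), though camera did not call the list (adjusted p = 0.0773). Above 0 were 0 of 12 erythroid genes (camera adjusted p = 0.00491) and 0 of 13 mitochondrially encoded genes (0.0318). Of 9 stromal and endothelial genes, 1 was above 0 (camera adjusted p = 0.0218). Granulocyte (6 of 10) and cytotoxic genes (7 of 12) split. Camera called 15 of 37 lists, and none held with an estimated correlation.

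The authors' deposited table lists 11439 genes of their LEF1 comparison, whose groups are not stated in the sources used here. The highest adjusted p of the authors' DESeq2 test in it is 0.05, so the shares below are of genes that reached that level. Of these, 10840 genes in the authors' deposited table (94.8%) have a log2 fold change below 0 and 599 above. LEF1 stands there at 1.56 and TCF7 at 1.62, and EBP at 0.69, while SREBF2, FASN and SQLE are not listed in the authors' deposited table. Of the study's 5 cholesterol genes 2 are listed, both in the stated direction. All its other genes with a direction, which it named on these same specimens, are listed in that direction. Of 21 cholesterol enzymes, 3 are listed above 0 and 0 below. All 146 olfactory receptor genes in the authors' deposited table are below 0. Genes below 0 have a median mean normalized count of 4.65 in the authors' deposited table and those above 0 one of 258.0, and protein-coding genes make up 37.4% and 89.2% of them.

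Among genes that differed between the sample-sheet blocks, HSPA1A, a heat shock gene whose reads are hard to tell from those of its near-identical paralog HSPA1B, was 5.12 log2 higher in block B (n = 9) than in block A (n = 11; adjusted p = 0.00438 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLRB1, a receptor of NK and some T cells, was at -4.88 (adjusted p = 0.00657, edgeR), and TCF3 at -0.86 and EBP at -1.31. CD3E, a T-cell receptor subunit gene, was at -1.70 (adjusted p = 0.0161, edgeR) and did not pass with LEF1 as covariate. In all 2492 genes passed, 861 higher and 1631 lower in block B. With DESeq2 the balance turned, with 4985 higher and 1754 lower, and the median difference of all genes was 0.35 in place of 0.11. The libraries differed too: log2 total counts were different by a mean of -0.78 in block B (exact permutation p = 0.00166, two-sided), the median olfactory receptor share was 208.6 CPM against 68.2 in block A (exact permutation p = 0.0863 for the log2 share, which did not pass), and the median mitochondrial share 8.84% against 3.57%. No source used here says what the blocks are. The LEF1 slope differed between blocks for 0 of 23922 genes by edgeR over the 18 specimens (668 at an unadjusted p under 0.05; no other tool was run).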

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

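Chosen after the data had been seen were the 18 specimens as the set for correlations, the TMM factors from filtered genes, and the alternatives with factors from all genes or from genes of at least 10 CPM, without the 2 farthest of the 18, within the 18 with a covariate or in 1 block for the slopes and list tests, and the olfactory receptor share for the block comparison. Genes called with LEF1 numbered 84, and 110 with factors from all genes (71 shared), 169 without a filter, 19 at 10 CPM or more, 316 with DESeq2, 149 with limma-voom, 128 with totals as covariate, 39 in block A, 31 in block B, 44 with thinned libraries, 44 over the 18 with the share, 0 in block A of the 18 (edgeR; 1473 at an unadjusted p under 0.05), 10 in block B of the 18, and 47 to 117 leaving out 1 specimen. Block genes numbered 6739 with DESeq2, 1643 without a filter and 1556 with the share. Of the 31 study genes, 15 passed over the 18, and 26 with factors from all genes, 0 in their cluster of 14, 0 over all 20 (17 with rho), 3 thinned, 0 with the block, 4 with the share, 0 in either block, 3 without the 2 farthest, 1 with factors from genes of 10 CPM, and 3 (without specimen 13) to 19 (without specimen 15) leaving out 1. List scores passed 14 times, and 1 time in the cluster of 14, 1 over all 20 (17 with rho), 2 thinned, 3 with the share, 0 in block A, 1 in block B, 0 without the 2 farthest, 1 with factors from genes of 10 CPM, and 2 to 15 leaving out 1. They passed 18 times with factors from all genes, 12 with DESeq2 size factors and 10 with the block. List tests gave 15, and 0 with an estimated correlation over 20 or 18, and 8 over the 18 with the share. LEF1 had 2 clusters, and 3 with factors from all genes. The background r of -0.568 was -0.340 over all 20, -0.411 without the 2 farthest, -0.120 in block A and -0.665 in block B. Fewer specimens or genes account for part of these changes by construction; otherwise the cause was not tested.

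Signs turned as follows. With the block as covariate SREBF2 had -0.0163, EBP -0.276, PAK2 -0.045, STAT5A -0.0518 and the cholesterol enzyme score -0.343. With the share SREBF2 had -0.169, MYC -0.0214, GLI2 0.522, EGFR 0.133, MET 0.196, SOX2 0.0451 and the enzyme score -0.135. In block A SREBF2 had -0.0267, EBP -0.402, PAK2 -0.295, MAP2K2 -0.161, STAT5A -0.100, GLI1 0.0441, GLI2 0.0981 and the enzyme score -0.283, and in block B SREBF2 had -0.0102, EBP -0.112, STAT5A -0.0107 and the enzyme score -0.381. TCF7L1 had 0.0869 in block A and TCF7L2 -0.0315 in block B. SQLE had 0.238 without the 2 farthest, 0.226 with factors from all genes, 0.622 in their cluster of 14, and -0.251 to 0.384 leaving out 1. The enzyme score had -0.147 thinned, -0.111 with factors from genes of 10 CPM, and -0.0985 to 0.329 leaving out 1. The LEF1 slope of AFDN was 0.0521 in block A. Slopes also turned for F8 (0.11 in block B, 0.15 in block B of the 18), VGLL3 (0.0329 in block A, 0.28 in block A of the 18, 0.31 over the 18 with the share), KANK1 (0.18 in block A of the 18), TCF4 (0.14) and SPEG (0.0191) in block B of the 18, and COL1A1 (0.0279) and H19 (0.0189) in block A; the cause was not tested.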

Other observations

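The tests of 2 specimens standing apart and of background reads behind the 84 genes were chosen after the result was seen, as were the liver list without SERPINA1 and the covariate over the 18 for the 84 genes. Over the 18 specimens, LCK, the kinase of the T-cell receptor (1.53 ± 0.313, adjusted p = 0.0343 by edgeR), and BAALC, a progenitor gene (-2.19 ± 0.467, adjusted p = 0.0361 by edgeR), passed and were chosen after their values were seen. Of the 15 T-lineage genes 10 passed adjusted over the list alone there (camera adjusted p = 1.64e-10, adjusted p = 0.0719 with an estimated correlation). Scores of B-cell, monocyte, granulocyte, erythroid, platelet and cytotoxic markers had r of -0.287, 0.0094, -0.279, -0.312, -0.408 and -0.139 with LEF1, and none of these 6 passed. For the slopes over all 20, camera called the erythroid list of these 6 (adjusted p = 0.00491, and 0.560 with an estimated correlation) and no other. The score of stromal and endothelial markers passed at -0.560 (adjusted p = 0.0459, permutation test over the 18) and did not over all 20 (-0.420, adjusted p = 0.209); with rho it did not pass over the 18 (-0.486, adjusted p = 0.105) and passed over all 20 (-0.561, adjusted p = 0.0389).

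Nearly all genes of the authors' deposited table lie below 0. With the olfactory receptor share as covariate, the median LEF1 slope of the 10686 listed negative genes tested went from -0.22 to -0.05 and kept 22.3% of its size, so background reads that reach silent genes may account for much of the pattern. Thinning all libraries to 1997266 counts kept 75.4%, which argues against depth as the whole cause. If the reads were spread evenly, as from DNA, liver genes and olfactory receptors should have had like densities, with a ratio from 0.5 to 2; the whole list gave 10.6, and 1.87 without SERPINA1, which blood cells also express, so this stays open. No biological explanation was tested, since the labels give no groups.

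For the 84 genes called over 20 specimens, the median slope over the other 18 kept 106% of its size, but with the olfactory receptor share as covariate it kept 57.5% (quartiles 16.2% and 109.8%), so specimens 4 and 14 as the source cannot be told apart from an association in all specimens. Over all 20, 71.4% stayed called with that covariate, which argues against background reads as the whole cause. Both specimens lay among the 5 highest for 1 of 6 blood-cell lists, the B-cell markers, so admixture could have contributed and cannot be told apart. Giving LEF1 values to specimens at random, 1 of the 100 splits, the real one, gave 84 genes or more (highest other 61). With 100 splits the share cannot fall below 1 of 100, so chance is unlikely but not excluded. Over the 18, 3 of the 100 splits, the real one included, gave 114 or more, and the highest other gave 2948. The assignments were not kept within blocks, and whether a structure of the samples gave such counts was not tested.

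Tests written for a rise of cholesterol enzymes with LEF1 met none, and so decide nothing: the list's median r lay at percentile 2.0 of matched random lists, and the partial r of the score was -0.135 given the share and -0.343 given the block. For the blocks, 1 of the 100 splits, the real one, gave 2492 genes, and the highest other gave 2.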
